# Coordinated miRNA/mRNA Expression Profiles for Understanding Breed-Specific Metabolic Characters of Liver between Erhualian and Large White Pigs

**DOI:** 10.1371/journal.pone.0038716

**Published:** 2012-06-12

**Authors:** Runsheng Li, Qinwei Sun, Yimin Jia, Rihua Cong, Yingdong Ni, Xiaojing Yang, Zhihua Jiang, Ruqian Zhao

## Abstract

MicroRNAs (miRNAs) are involved in the regulation of various metabolic processes in the liver, yet little is known on the breed-specific expression profiles of miRNAs in coordination with those of mRNAs. Here we used two breeds of male newborn piglets with distinct metabolic characteristics, Large White (LW) and Erhualian (EHL), to delineate the hepatic expression profiles of mRNA with microarray and miRNAs with both deep sequencing and microarray, and to analyze the functional relevance of integrated miRNA and mRNA expression in relation to the physiological and biochemical parameters. EHL had significantly lower body weight and liver weight at birth, but showed elevated serum levels of total cholesterol (TCH), high-density lipoprotein cholesterol (HDLC) and low-density lipoprotein cholesterol (LDLC), as well as higher liver content of cholesterol. Higher serum cortisol and lower serum insulin and leptin were also observed in EHL piglets. Compared to LW, 30 up-regulated and 18 down-regulated miRNAs were identified in the liver of EHL, together with 298 up-regulated and 510 down-regulated mRNAs (FDR<10%). RT-PCR validation of some differentially expressed miRNAs (DEMs) further confirmed the high-throughput data analysis. Using a target prediction algorithm, we found significant correlation between the up-regulated miRNAs and down-regulated mRNAs. Moreover, differentially expressed genes (DEGs), which are involved in proteolysis, were predicted to be mediated by DEMs. These findings provide new information on the miRNA and mRNA profiles in porcine liver, which would shed light on the molecular mechanisms underlying the breed-specific traits in the pig, and may serve as a basis for further investigation into the biological functions of miRNAs in porcine liver.

## Introduction

MicroRNAs (miRNAs) are short non-coding RNAs (about 22 nucleotides) which play important roles in post-transcriptional regulation by mRNA cleavage and/or translational repression [1]. miRNAs are involved in almost every biological process, including cell growth and differentiation [2], pathogenesis and disease prevention [3]. In mammals, temporal and spatial changes in miRNA expression have been well characterized [4] to delineate the miRNA transcriptomes of different tissues [2], [5], [6] at different development stages [7]. Also, miRNA expression profiles were elaborated on the same tissue derived from different animal breeds or species. For example, the muscle miRNA expression profiles were compared between broiler and layer chickens to understand the role of miRNAs in myogenesis [8], and miRNAs expressed in the skin of goat and sheep were profiled to study the role of miRNAs in wool growth [9].

Pig is one of the most important domestic species for meat production [10] and can also serve as an ideal model for biomedical studies on various metabolic disorders, such as obesity [11] and cardiovascular diseases [12], [13] in humans. Great efforts have been made to sequence and decode the genome [14] and to identify the miRNAs [15], [16] in the pig. As of November 2011, the microRNA database, miRbase (Release 18.0, http://www.mirbase.org) contains 257 mature pig miRNAs. The majority of these miRNAs are conserved among mammals, only few are pig specific. Recently, Solexa deep sequencing technology was employed not only to reveal the porcine miRNA transcriptome (microRNAome) in multiple tissues [6], [7], but also to investigate the ontogeny of miRNA expression in the pig at different developmental stages [16], [17].

Erhualian (EHL) is a Chinese indigenous pig breed, being known for its early sexual maturity, large litter size, high adiposity, mild temper, good maternity and high tolerance to roughage and stress [18]. In our previous study, we found distinct behavioral, endocrine and biochemical response patterns during transportation between Chinese indigenous breed and Western breed [19]. So far, mRNA transcriptomes in placenta and ovary of Chinese indigenous pigs have been profiled to understand the molecular mechanisms involved in their high prolificacy [20], [21]. However, the study of hepatic mRNA transcriptome in EHL is still lacking, and the link between mRNA transcriptome and the metabolic parameters in the pig has not been well established.

Liver is a key metabolic organ and thus often being chosen as a target for miRNA profiling to understand metabolic regulations. For example, obese diabetic model mice such as ob/ob, db/db and KKAy were reported to express higher miR-335 in the liver compared to normal mice [22]. Inhibition of miR-122 in liver resulted in reduced plasma cholesterol levels, accompanied by a decrease in hepatic fatty-acid and cholesterol synthesis rate [23]. For genome-wide analysis, integrating differentially expressed miRNAs (DEMs) with differentially expressed genes (DEGs) should present a comprehensive way to study their functions in metabolomes. Some integrated analyses of liver miRNA and mRNA have been carried out in model animals [24]. However, coordinated analysis of hepatic miRNA and mRNA expression profiles in relation with the metabolic characteristics of different breeds of pigs is lacking.

Here we used male newborn piglets of Large White (LW) and EHL to delineate the expression profiles of mRNA with microarray and miRNA with both deep sequencing and microarray, and to analyze the functional relevance of integrated miRNA and mRNA expression in relation with the physiological and biochemical characters. Solexa deep sequencing was employed to get a full scope of porcine liver miRNAome and to identify the differentially expressed miRNAs between the two pig breeds. A miRNA microarray containing 238 probes and RT-qPCR were used to supplement and confirm DEMs. The mRNA expression profile was evaluated by microarray analysis. The miRNAome and transcriptome were integrated and the functional relevance was analyzed linking breed-specific metabolic phenotypes in EHL and LW pigs.

## Results

### Metabolic Characteristics of Two Pig Breeds

As shown in Table 1, body weight, body length and liver weight of newborn EHL piglets were significantly lower than those of LW (FDR <0.05), yet the liver index remained unchanged (FDR >0.05). Serum total cholesterol (TCH), high density lipoprotein cholesterol (HDLC) and low density lipoprotein cholesterol (LDLC) in EHL piglets were significantly higher than those in LW piglets (FDR <0.05), while serum glucose and triglyceride (TG) did not differ between the two pig breeds. The TCH content in liver was also higher in EHL, while liver content of TG showed no difference between breeds. Serum cortisol concentration was significantly increased (FDR <0.05), while serum leptin and insulin levels were significantly decreased (FDR <0.05) in EHL piglets compared to those in LW. Serum triiodothyronine (T3), thyroxine (T4), free T3 (FT3) and T3/T4 ratio showed no difference between the two breeds (Table 1).

**Table 1:** Metabolic and endocrine parameters in two breeds of piglets.

Parameters	LW	EHL	p-value	FDR
Body length (cm)	25.83±0.31	19.67±0.92	0.001	0.004
Body weight (kg)	1.34±0.03	0.76±0.03	0.000	0.000
Liver weight (g)	32.87±1.57	16.19±0.85	0.000	0.000
Liver index (g/kg)	24.50±1.04	21.56±1.60	0.153	0.251
Serum leptin (ng/ml)	5.06±0.33	3.61±0.35	0.015	0.038
Serum insulin (µIU/ml)	18.91±2.61	11.12±1.37	0.025	0.044
Serum cortisol (ng/ml)	152.84±26.65	297.08±45.63	0.019	0.038
Serum FT3 (fmol/ml)	4.29±1.06	3.36±0.34	0.391	0.470
Serum T3 (ng/ml)	4.44±0.37	4.87±0.19	0.318	0.441
Serum T4 (ng/ml)	38.15±8.97	37.6±2.47	0.953	0.953
T3/T4	0.18±0.06	0.13±0.01	0.477	0.551
Serum Glucose (mmol/L)	3.17±0.29	2.79±0.32	0.391	0.470
Serum TG (mmol/L)	0.29±0.07	0.27±0.06	0.796	0.842
Serum TCH (mmol/L)	0.77±0.03	1.55±0.16	0.004	0.016
Serum HDLC (mmol/L)	0.31±0.02	0.44±0.04	0.017	0.038
Serum LDLC (mmol/L)	0.24±0.02	0.55±0.08	0.014	0.019
Liver TCH (mg/g)	1.61±0.33	2.69±0.13	0.012	0.036
Liver TG (mg/g)	5.33±1.18	3.90±0.51	0.300	0.441

All data were expressed as mean ± SEM, and FDR <0.05 was considered significant.

### Liver miRNA Expression Profiling of Two Pig Breeds by Deep Sequencing, Microarray and RT-PCR Validation

After trimming of adaptor sequences and removal of reads containing ambiguous base calls, the sequence reads were clustered into unique sequences. In total, there were 25,957,969 and 26,574,154 trimmed reads in two libraries, with 15,154,209 (58.3% of trimmed reads) and 19,099,533 (71.8% of trimmed reads) mappable reads that aligned to unique miRNAs for the pooled liver samples of LW and EHL in the range of 19–25 nt. The read size mainly ranged from 21 to 23 nt. The percentage of the 22 nt reads in total reads was 64.2% for LW and 64.0% for EHL. The top 10 highest expressed miRNAs detected by deep sequencing were miR-148a, miR-101, miR-143-3p, miR-122, miR-30a-5p, miR-21, miR-30c, miR-192, miR-27b and miR-24 (Table S1).

**Table 2:** Differentially expressed miRNAs in the liver between Large White and Erhualian piglets detected with deep sequencing compared to microarray and RT-PCR validation.

	microRNA sequencing			microarray			RT-qPCR	
miRNA	RPM (LW)	RPM (EHL)	log2 Ratio (EHL/LW)	log2 Ratio (EHL/LW)	p-value	FDR(%)	log2 Ratio (EHL/LW)	p-value
*down-regulated miRNAs*								
miR-146a	31	19	−0.71	#	#	#	−0.30	0.380
miR-21*	22	15	−0.63	–	–	–		
miR-222	1050	688	−0.61	−0.35	0.566	35.993	−0.99	0.008
miR-2887	49	23	−1.08	–	–	–		
miR-2904	10	6	−0.76	–	–	–		
miR-2904-3p	11	7	−0.62	–	–	–		
miR-375	2315	1549	−0.58	–	–	–		
miR-4332-3p	319	139	−1.20	0.24	0.513	62.118		
miR-4332-5p	25	9	−1.52	–	–	–		
miR-485-3p	34	18	−0.93	–	–	–		
miR-574	1072	570	−0.91	−0.77	0.252	18.188	−0.69	0.121
miR-652	33	16	−1.06	#	#	#	−1.28	0.010
miR-739	17	10	−0.77	–	–	–		
miR-874	297	189	−0.65	–	–	–		
miR-874*	19	12	−0.65	–	–	–		
*up-regulated miRNAs*								
miR-100	746	1170	0.65	0.13	0.737	62.17	0.42	0.379
miR-129	12	22	0.87	#	#	#		
miR-133a	67	129	0.95	#	#	#	1.58	0.020
miR-1343	14	21	0.60	–	–	–		
miR-140	427	666	0.64	0.8	0.19	34.194		
miR-144	41	86	1.07	–	–	–		
miR-155	133	585	2.14	#	#	#		
miR-184	21	59	1.48	1.71	0.009	0		
miR-188-5p	69	141	1.03	–	–	–		
miR-190	69	124	0.84	–	–	–		
miR-193a-3p	13	32	1.24	#	#	#		
miR-193a-5p	13	24	0.83	1.13	0.032	6.839		
miR-193b*	6	10	0.64	–	–	–		
miR-19a	64	97	0.59	#	#	#		
miR-210	16	31	0.96	#	#	#		
miR-216	3	19	2.71	#	#	#	1.31	0.000
miR-335	41	67	0.72	#	#	#		
miR-335*	32	49	0.62	–	–	–		
miR-362	83	143	0.79	#	#	#		
miR-451	2056	3165	0.62	0.12	0.713	40.884		
miR-582-3p	5	13	1.48	–	–	–		
miR-582-5p	12	33	1.42	–	–	–	1.01	0.060
miR-590	65	106	0.70	–	–	–		
miR-660	335	509	0.60	–	–	–		
miR-802	12	21	0.81	–	–	–		

The miRNA expression in the liver of Erhualian piglets was compared with that of Large White. miRNAs with fold change >1.5 and average RPM >10 are shown. “#" means that this miRNA could not be detected by microarray due to low fluorescence, while “–" means that the probe for the miRNA is missing on the microarray.

Counts in reads per million (RPM) was used to quantify miRNA expression in the liver of EHL and LW piglets. These unique sequences with RPM >10 were annotated based on their similarities with mature miRNA sequences published in miRBase (release 18.0), resulting in a list of 211 mature miRNAs (Table S1). miRNAs with less than 2 nucleotide substitution outside seed region were considered as one miRNA family [25], [26], and the copy numbers of all miRNAs in this family were added together for reporting read counts and for differential expression calculations. miRNAs with fold change >1.5 and at least 10 RPM average expression (in both pig breeds) were selected as differentially expressed miRNAs (DEMs).

**Table 3:** Differentially expressed miRNAs in the liver between Large White and Erhualian piglets detected with microarray compared to the deep sequencing and RT-qPCR validation.

	microarray			microRNA Sequencing				RT-qPCR	
miRNAs	log2 Ratio(EHL/LW)	p-value	FDR(%)	RPM(LW)		RPM(EHL)	log2 Ratio(EHL/LW)	log2 Ratio(EHL/LW)	p-value
*down-regulated miRNAs*									
miR-15b	−0.44	0.033	12.823	<10	<10			−0.79	0.022
miR-221	−0.80	0.069	12.823	2202	1781		−0.31	0.29	0.418
miR-27a	−0.83	0.048	12.823	331	389		0.23	−0.22	0.314
*up-regulated miRNAs*									
miR-130b	0.72	0.079	6.839	175	220		0.33	0.87	0.002
miR-184	1.71	0.009	0	21	59		1.48	0.61	0.001
miR-185	0.78	0.035	6.839	<10	<10			0.79	0.027
miR-193a-5p	1.13	0.032	6.839	13	24		0.88	1.33	0.038
miR-378	1.07	0.09	6.839	903	1249		0.47	1.12	0.001
miR-500	0.79	0.091	12.823	907	1299		0.52	0.47	0.080
miR-532-5p	1.37	0.086	6.839	1600	2202		0.46	1.93	0.025

The miRNA expression in the liver of Erhualian piglets was compared with that of Large White. miRNAs with FDR <15% are shown. “<10" means the miRNA with RPM less than 10 is not shown in the table.

Compared to LW, EHL demonstrated 40 DEMs (15 down-regulated and 25 up-regulated) by sequencing (Table 2) and 10 DEMs (3 down-regulated and 7 up-regulated) by microarray (Table 3). 

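The miRNA microarray data comprised 6 arrays, 3 for LW and 3 for EHL. Each array was hybridized with liver RNA pooled from 2 littermate male newborn piglets, so that 6 piglets stood behind each breed. The deposited values were the fluorescence intensities of a single dye, from which the authors had subtracted the background and which they had normalized by LOWESS. Cells with no value were blank, and the paper's text does not name the rule for leaving a cell blank. The table held 236 rows with the name of a pig miRNA and 100 rows with an LRS label and no miRNA name. Of the 236 named rows, 119, 134 and 121 had a value on LW arrays 1, 2 and 3, and 123, 101 and 117 had a value on EHL arrays 1, 2 and 3. The lowest listed signal of a named row lay between 10 and 16 on the 6 arrays, and the highest between 18287 and 28071. Values on all 6 arrays were given for 96 named rows, and 88 were blank on all of them. The signals were converted to log2 without further normalization, and EHL was compared with LW by limma for the 109 named rows with a value on at least 2 arrays of each breed. The p-values were adjusted by the Benjamini-Hochberg method, and a miRNA was called at the FDR of 15% that Table 3 uses. The number of arrays limits the precision, with a median SD between arrays of 0.27 in LW and 0.37 in EHL on the log2 scale. For a single miRNA, an exact two-sided permutation test of 3 arrays against 3 cannot give a p below 0.1.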

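Of the 109 miRNAs tested by limma, 1 passed the FDR of 15%. This was miR-184, which was higher in EHL, and 0 miRNAs were called lower in EHL. At an unadjusted p under 0.05, limma gave 8 miRNAs higher and 5 lower in EHL, where 5.45 in all would be expected by chance. The SAM statistic, recomputed on the same values with 20 relabellings of the arrays, called 8 miRNAs higher and 1 lower in EHL. An equal-variance two-sample test per miRNA called 0 after adjustment and 9 at an unadjusted p under 0.05. The counts moved most when EHL array 1 was left out, which gave 15 miRNAs higher and 9 lower by limma. Among the 96 miRNAs listed on all 6 arrays, the values of the breeds did not overlap for 18, or 18.8%, with 11 higher and 7 lower in EHL. Chance gives 10% on average for 3 arrays against 3. Over the 10 possible splits of the 6 arrays into 3 and 3, the number without overlap ranged from 2 to 24, and the breed split was 1 of 2 splits with at least 18. The paper takes its microarray DEMs from the SAM ranking at this FDR.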

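Rows named miR-100, miR-184, miR-193a-5p, miR-222, miR-451 and miR-574 had a value on all 6 arrays. The signal of miR-222 was 451 ± 218 in LW and 355 ± 132 in EHL (SD, n = 3 arrays each), and that of miR-574 was 473 ± 181 in LW and 278 ± 193 in EHL. The signal of miR-451 was 151 ± 61.8 in LW and 164 ± 183 in EHL, where array 1 stood at 376 and the other 2 arrays at 54 and 63. The row named miR-140 was blank on all 6 arrays. A separate row, miR-140*, had a signal of 85.7 ± 25.4 in LW and 149 ± 60.4 in EHL. No row carried the name miR-4332-3p. A row named miR-4332, without an arm in its name, had a signal of 25.0 ± 9.64 in LW and 29.3 ± 7.77 in EHL. By limma, none of these differences passed the FDR of 15% (adjusted p between 0.505 and 0.833).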

Among the 40 DEMs obtained by deep sequencing, 8 (miR-100, miR-140, miR-184, miR-193a-5p, miR-222, miR-4332-3p, miR-451, and miR-574) were detectable in microarray. The fold changes of these miRNAs, except miR-4332-3p, were consistent between the two methods, but only miR-184 and miR-193a-5p were also identified as DEMs by microarray. 

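On the log2 scale, the array ratio of EHL to LW was 1.72 (standard error 0.29) for miR-184, 1.10 (0.30) for miR-193a-5p, -0.31 (0.39) for miR-222, -0.90 (0.48) for miR-574, 0.13 (0.32) for miR-100 and -0.40 (0.67) for miR-451. Of these 6 miRNAs, which have a row of exactly the sequenced name, 5 had the sign of the paper's sequencing ratio, and miR-451 did not. The ratio of the mean linear signals of miR-451 was 0.12 on the log2 scale, so its sign depended on whether the signals were averaged before or after the log2 conversion. Centring each array on its median shifted the log2 ratio of all 96 miRNAs listed on all 6 arrays alike, by -0.20, which took miR-100 to -0.0770. The medians were of listed values only, so the number of blank cells on an array also acts on this shift. The row miR-4332 had a log2 ratio of 0.26 (standard error 0.34). Adjusted over all 109 miRNAs tested by limma, 1 of the 6 passed the FDR of 15%, and adjusted over the list alone, 2 did, miR-184 and miR-193a-5p. Across the 86 miRNAs of Table S1 with a tested row of the same name, the array and the paper's sequencing log2 ratios had a Pearson's r of 0.414 and a Spearman's rho of 0.254, and 48 miRNAs, or 55.8%, had the same sign in both. The share was 45.3% when each array was centred on its median. The log2 ratio that Table S1 prints differs by more than 0.1 from that of its own RPM values for 3 miRNAs, miR-193a-3p, miR-301b and miR-193b*. For miR-193a-3p, which is among the 86, it prints 1.24, while its RPM of 13 and 19 give 0.55. Table 2 prints 1.24 too, but with a higher RPM in EHL than Table S1, so which value is in error stays open. With ratios taken from the RPM of Table S1, r was 0.437. This is a correlation across miRNAs, which are not independent replicates, so the arrays were relabelled in all 20 ways. The breed labels gave the highest r of the 20 (exact permutation p = 0.05, one-sided), with 0.409 for the next labelling. Spearman's rho was as high for 4 of the 20 labellings and the same-sign count for 3. Without miR-184 and miR-193a-5p, r was 0.264 over 84 miRNAs.

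**Figure D1:**
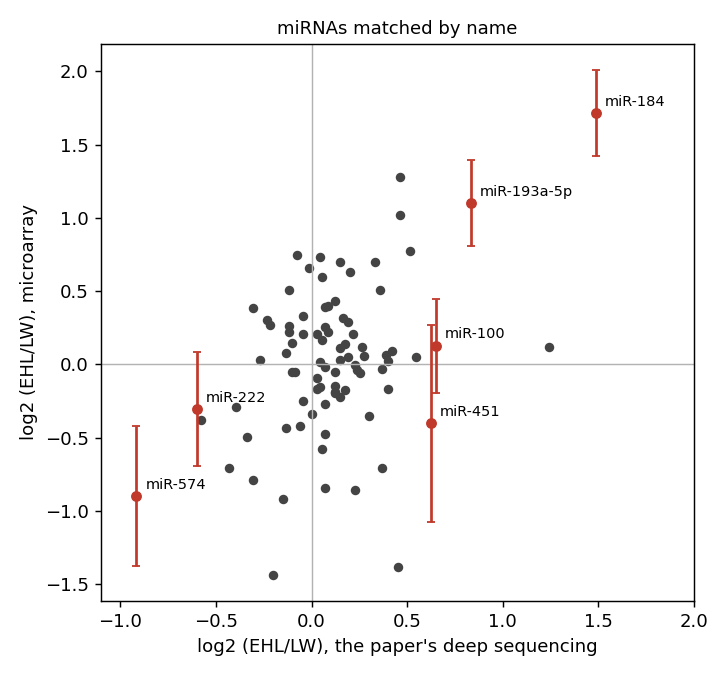
Log2 ratio of EHL to LW on the microarray (vertical axis) against the paper's log2 ratio by deep sequencing (horizontal axis) for the 86 miRNAs matched by name, 1 point each. The 6 named miRNAs are drawn in red with the standard error of the array ratio, and miR-184 lies farthest to the upper right, at 1.72 on the array.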

The remaining 32 DEMs identified by deep sequencing were not confirmed by the microarray analysis. Among them, 21 DEMs were missing their specific probes on the microarray which was designed according to an earlier version of pig miRbase (release 16.0), while the other 11 DEMs were undetectable due to low hybridization signals. 

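All 21 sequencing DEMs that Table 2 marks as lacking a probe had no row of exactly their name. Of the 11 marked as undetected, 7 had a row that was blank on all 6 arrays (miR-146a, miR-652, miR-129, miR-155, miR-19a, miR-216 and miR-335). The row of miR-193a-3p had values between 17 and 22 on 5 arrays and entered the test, with a log2 ratio of 0.12 (standard error 0.29, limma, adjusted p = 0.921). The row of miR-362 was listed at 22 and 23 on EHL arrays 1 and 3, and that of miR-210 at 18 on EHL array 3. For miR-133a there were rows for each arm. The row miR-133a-3p was listed between 14 and 17 on 3 arrays, and miR-133a-5p was blank. A blank cell gives no level, and the 10 marked miRNAs other than miR-193a-3p had too few values for the test.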

Eight DEMs, 4 down-regulated (miR-146a, miR-222, miR-574 and miR-652) and 4 up-regulated (miR-100, miR-133a, miR-216 and miR-582-5p), were randomly chosen for validation using RT-qPCR. Among the 8 DEMs detected by deep sequencing, 4 were proved significant (p<0.05) by qPCR, one had a tendency to be significant (p = 0.06), yet 3 (miR-146a, miR-574 and miR-100) were not confirmed significant (Table 2).

All the 7 up-regulated miRNAs identified by microarray had an EHL/LW ratio >1.2 (log2 (EHL/LW) >0.26) in deep sequencing, and were all confirmed by RT-qPCR. However, among the 3 down-regulated miRNAs, only miR-221 was consistent with the sequencing data, while only miR-15b was confirmed with RT-qPCR. 

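For each of the 7 miRNAs, all 3 EHL arrays had a higher signal than all 3 LW arrays (exact permutation p = 0.1 for each, the smallest p that 3 arrays against 3 allow). The signal of miR-184 was 22.7 ± 6.11 in LW and 73.3 ± 12.5 in EHL (SD, n = 3 arrays each), with an adjusted p of 0.0253 from limma. It stayed past the FDR of 15% in 4 of the 6 fits that left out an array, and lost the call without LW array 3 (adjusted p = 0.189) and without EHL array 2 (adjusted p = 0.171). The log2 ratio was 1.28 for miR-532-5p, 1.02 for miR-378, 0.77 for miR-500, 0.76 for miR-185 and 0.70 for miR-130b. The signals of the 7 miRNAs ranged from 16 to 354. By limma, the other 6 did not pass the FDR of 15% over all 109 miRNAs, while SAM called all 7. Without EHL array 1, limma called all 7 as well. Adjusted over the list alone, all 10 miRNAs of Table 3 passed, but the list was chosen on these same arrays, so this count is not independent evidence. In Table S1, 6 of the 7 have an entry, with log2 ratios of the paper between 0.33 and 1.49, and miR-185 has none, its RPM being under 10 in Table 3.

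**Figure D2:**
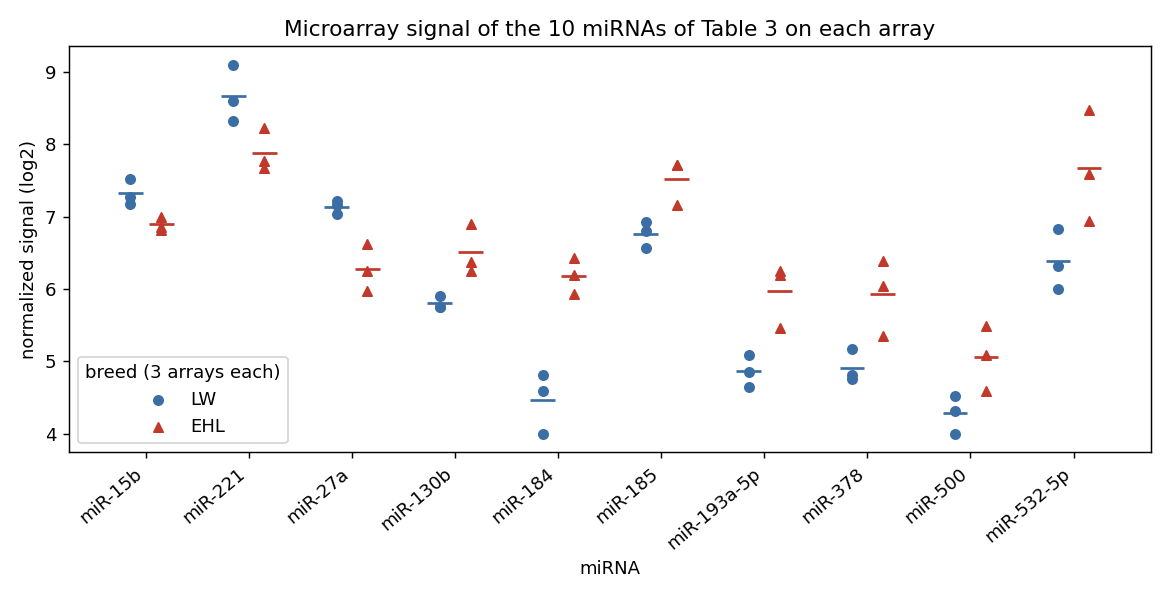
Normalized microarray signal (log2, vertical axis) of the 10 miRNAs of Table 3 on each array, with LW arrays as circles, EHL arrays as triangles and a line at each mean of 3 arrays. The breeds do not overlap for any of the 10 miRNAs.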

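The signal of miR-15b was 161 ± 20.1 in LW and 119 ± 7.94 in EHL (SD, n = 3 arrays each), that of miR-221 was 418 ± 117 in LW and 239 ± 51.3 in EHL, and that of miR-27a was 141 ± 8.74 in LW and 79.0 ± 17.7 in EHL. Every EHL array was below every LW array for these 3 miRNAs. The log2 ratio was -0.43 (standard error 0.24, adjusted p = 0.518) for miR-15b, -0.79 (0.30, adjusted p = 0.291) for miR-221 and -0.85 (0.26, adjusted p = 0.244) for miR-27a by limma, so that none passed the FDR of 15%. With SAM, miR-27a was called at a q-value of 0%, while the q-value was 19.7% for miR-221 and 39.4% for miR-15b. Table S1 gives the paper's sequencing log2 ratio as -0.30 for miR-221 and 0.23 for miR-27a, and has no entry for miR-15b, whose RPM Table 3 gives as under 10.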

All together, we identified 30 up-regulated and 18 down-regulated miRNAs in the liver of EHL piglets with sequencing and microarray.

### Liver mRNA Expression Profiling of Two Pig Breeds by Microarray

Six pig transcriptome microarrays were performed for hepatic gene expression profiling in EHL and LW piglets. Among 44,987 pig transcripts investigated, 23,807 transcripts were retained for further analysis after removing the probes with poor quality intensities and low dependability. All these qualified transcripts were then annotated by manual blast referring to previously developed protein-based annotation for pigs [27], [28]. In total, 9,447 genes were found to be expressed in the liver of newborn piglets.

The microarray data of LW piglets were treated as control in the selection of differentially expressed genes related to EHL piglets. After the removal of redundant and unannotated sequences, with FDR <5%, 53 genes were found to be significantly up-regulated and 200 genes to be significantly down-regulated in the EHL piglets compared to the LW piglets (Fig. 1A). With FDR <10%, 298 genes were found to be significantly up-regulated and 510 genes to be significantly down-regulated in the EHL piglets (Fig. 1B).

**Figure 1:**
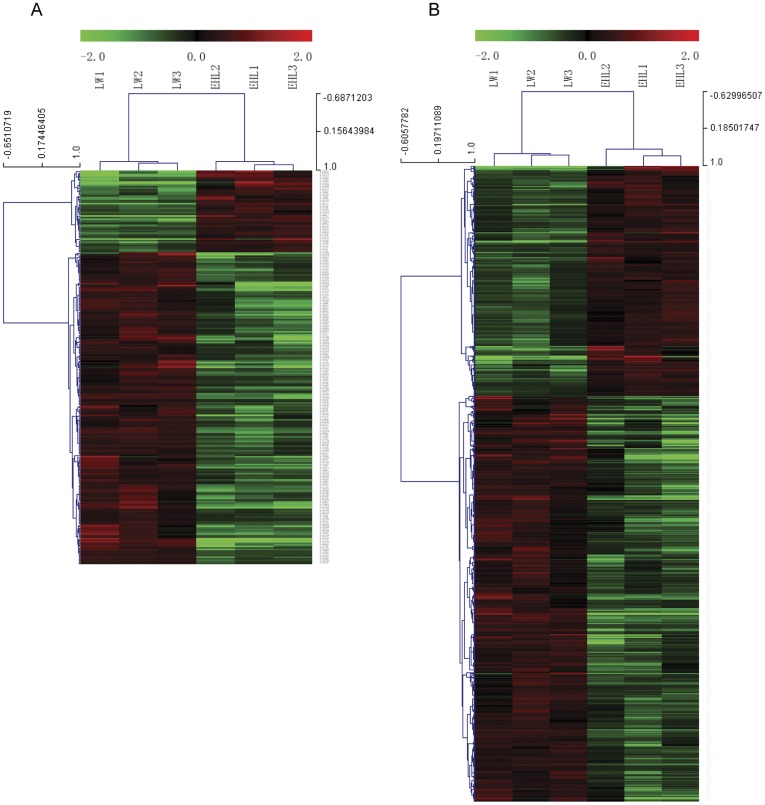
Hierarchical cluster analysis of the differentially expressed mRNAs in liver from Large White (LW) and Erhualian (EHL) piglets. The figure was drawn by MeV software (version 4.2.6). (A) Differentially expressed mRNAs chosen with FDR <5%; (B) Differentially expressed mRNAs chosen with FDR <10%. Correlation (uncentred) similarity matrix and average linkage algorithms were used in the cluster analysis. Each row represents an individual mRNA, and each column represents a sample. The dendrogram at the left side and the top displays similarity of expression among mRNAs and samples individually. The color legend at the top represents the level of mRNA expression, with red indicating high expression levels and green indicating low expression levels. The codes on the legend are log2-transformed values.

### Coordinated Expression Patterns between miRNAs and mRNAs

As described above, the DEGs were selected based on either FDR <5% or FDR <10% (Figure 1), while the DEMs were chosen based on either sequencing (fold change >1.5) or microarray (FDR <15%) data.

In this study, the target gene lists of miRNAs predicted by miRanda (http://www.microrna.org/microrna/) based on the human sequences were used. Unfortunately, 10 miRNAs including 4 up-regulated (miR-129*, miR-1343, miR-193b* and miR-590) and 6 down-regulated (miR-2887, miR-2904, miR-2904-3p, miR-4332-3p, miR-4332-5p and miR-739) do not have orthologous genes in human, so they do not have target genes in the database. As such, these miRNAs were excluded for further analysis. The remaining 12 down-regulated and 26 up-regulated miRNAs were associated with 170 and 417 gene targets, respectively, in the DEG list selected at FDR <5% (Figure 2A). Among 170 genes targeted by 12 down-regulated miRNAs, 32 (19%) were up-regulated and 138 (81%) were down-regulated. Among 417 genes targeted by 26 up-regulated miRNAs, 336 (81%) were down-regulated, and 81 (19%) were up-regulated. Similar patterns of miRNA-mRNA association were seen with the DEG list selected at FDR <10% (Figure 2B). Among 478 genes targeted by down-regulated miRNAs, 151 (32%) were up-regulated and 327 (68%) were down-regulated. Among 1,277 genes targeted by up-regulated miRNAs, 377 (30%) were up-regulated and 900 (70%) were down-regulated. A two tailed chi-square test was conducted to determine whether the number of predicted targets of DEMs was significantly higher than that would be expected by chance. The significance of all the 4 types of possible miRNA-mRNA correlations was analyzed. It turned out that only the correlation of up-regulated miRNAs and down-regulated genes was statistically significant (p<0.01).

**Figure 2:**
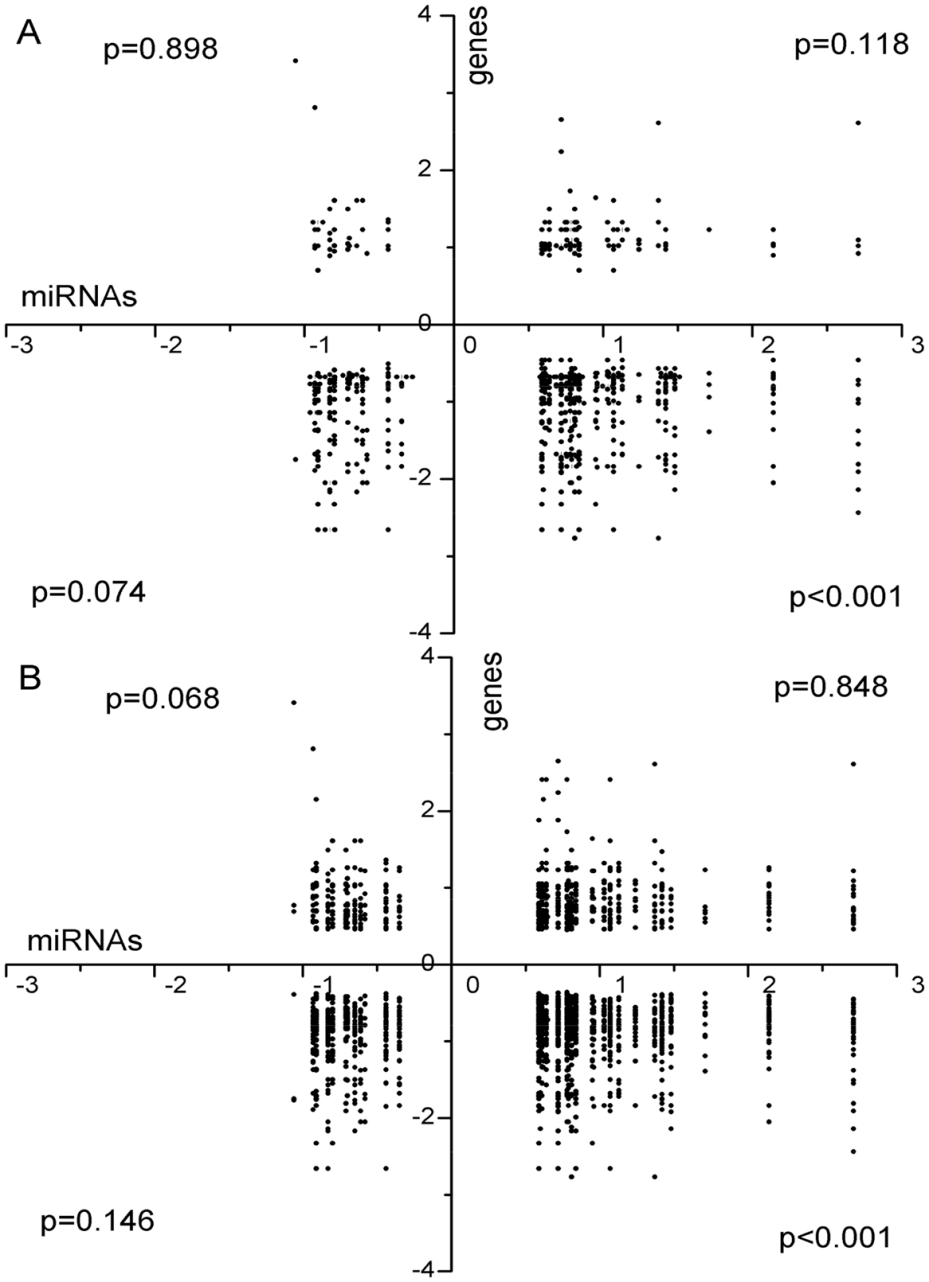
Targets of DEMs among DEGs. (A) Targets of DEMs included in DEGs list with FDR <5%; (B) Targets of DEMs included in the DEGs list with FDR <10%. Targets of DEMs were predicted by miRanda method. The target genes which were included in the DEGs were plotted. The x axis is log2 transformed fold change of DEMs, while the y axis stands for log2 transformed fold change of DEGs. The p-value was assessed by a two tailed chi-square test.

To identify whether a miRNA was negatively correlated with predicted target DEGs, the number of down- and up-regulated targets of a DEM was compared with the number of stay-still targets (with FDR >10%) by two-tailed Fisher’s Exact Test. The results of this analysis were presented in Figure 3. When using the DEG list of FDR <5%, only miR-210 had a significant reciprocal expression with its targets. When using the DEG list of FDR <10%, 10 of 26 up-regulated miRNA had a significant higher number of target mRNAs that were down-regulated. The differences obtained by using different DEG lists imply that the target of a miRNA may usually be fine-tuned. When testing miRNAs that were down-regulated, no miRNAs had a significant number of target genes that were up-regulated, but 4 miRNAs (miR-222, miR-27a, miR-574-5p, and miR-485-3p) had a significant number of target genes that were also down-regulated when using both DEG lists of <5% and <10%.

**Figure 3:**
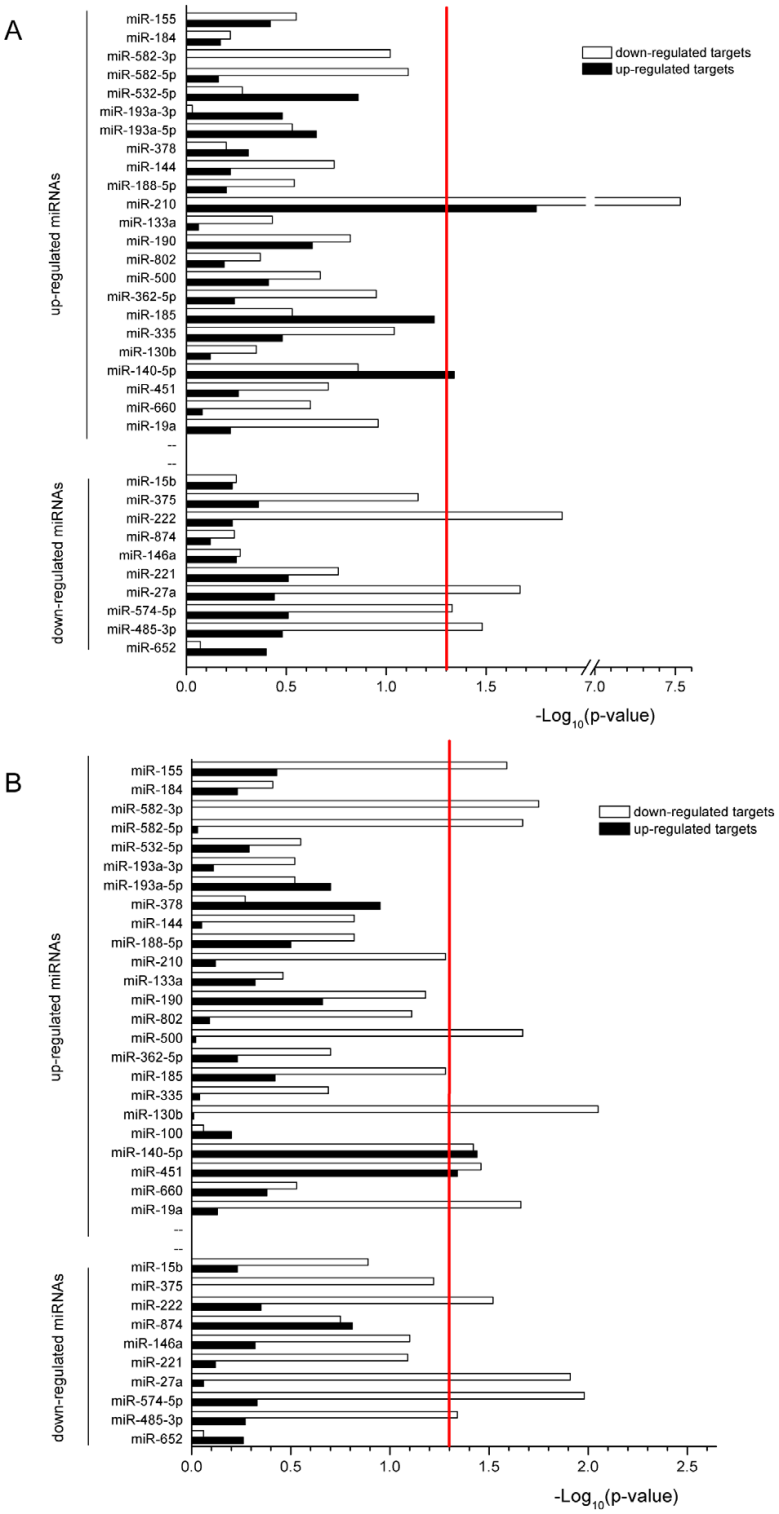
The targets of each individual DEM included in the lists of DEGs. (A) DEGs with FDR <5%; (B) DEGs with FDR <10%. A two-tailed Fisher’s Exact Test was used to determine the significance (p<0.05, above red line at 1.3). The negative log of the p-value is plotted on the x-axis for both down-regulated mRNAs (white) and up-regulated genes (black).

### Functional Analysis of DEGs

To define the biological functions of all the 808 DEGs (Table S2) selected at FDR <10%, the gene ontology (GO) analysis and KEGG pathway analysis (Table S3) were carried out. GO terms were sorted by p-value, in an ascending order from bottom to top (Figure 4). For the biological process, liver functions between LW and EHL mainly differ in regulation of transcription, cell cycle (the GO term of cell cycle, cell division and mitosis), transcription, signal transduction, oxidation reduction, cell adhesion, lipid metabolism, DNA replication, translational elongation, development, protein amino acid phosphorylation, interspecies interaction between organisms, ion transport, immune response, response to virus, response to DNA damage stimulus, proteolysis and chromatin modification.

**Figure 4:**
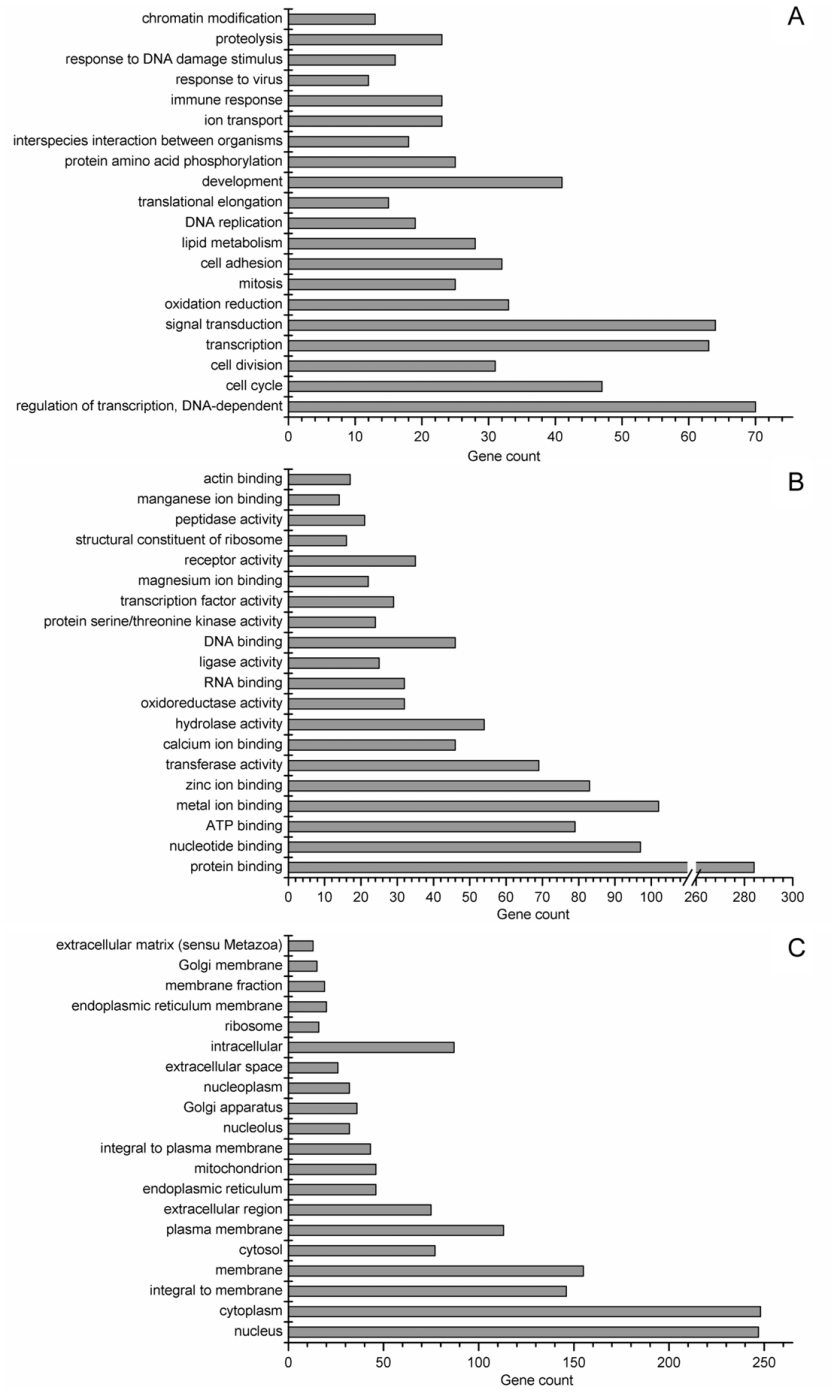
Gene ontology analysis of DEGs with FDR <10%. (A) biological process; (B) molecular function; and (C) cellular component. The GO terms were sorted by the enrichment p-value calculated by MAS 3.0, in an ascending order from bottom to top.

To characterize the function of miRNA-mediated DEGs, we used the target DEGs which are reversely expressed with DEM for GO analysis. Using the DEGs with FDR <10%, we observed 229 coherent targets and 579 non-coherent target genes. The percentages of coherent target and non-coherent target genes involved in each GO term were and compared (Figure 5). When considering biological process, the genes involved in proteolysis were significantly enriched among the target genes. The enrichment of proteolysis is concordant with the enrichment of hydrolase activity, peptidase activity and protein homodimerization activity in molecular function analysis. Meanwhile, DEGs involved in DNA replication, translational elongation and the constituent of ribosome are barely miRNA-mediated.

**Figure 5:**
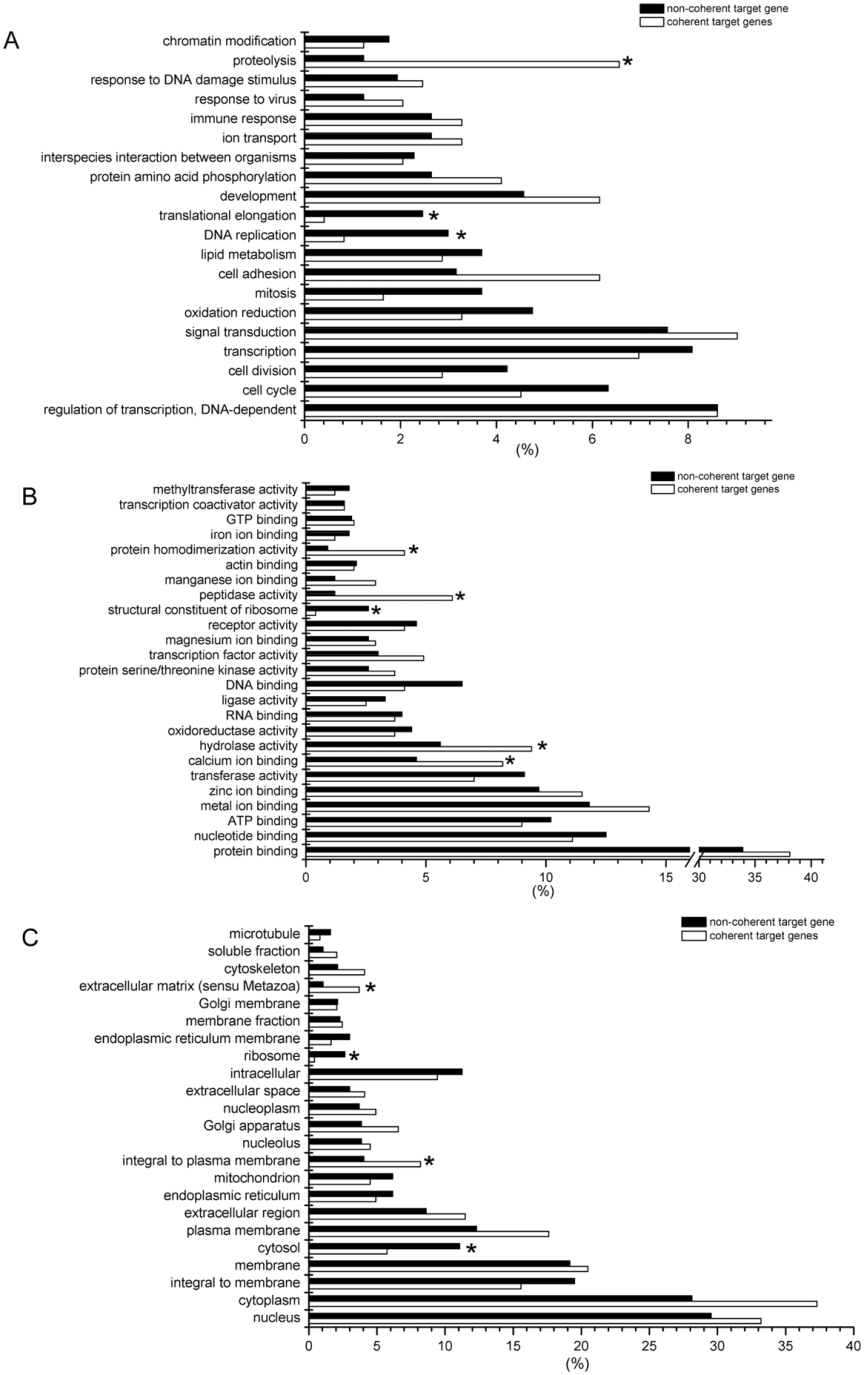
Gene ontology analysis of miRNA targeted DEGs and non-targeted DEGs. (A) biological process; (B) molecular function; and (C) cellular component. The x axis represents the percentages of genes in total targeted or non-targeted DEGs of each GO term. The p-values assigned to GO terms were calculated by chi-square test, * indicates p-value <0.05.

## Discussion

In this study we observed significant differences in physiological and biochemical traits between newborn male EHL and LW piglets. The birth weight and liver weight indicated disparate embryo growth and organ development in the two pig breeds, as the consequence of cell proliferation and differentiation. The present results agree with our previous findings that the serum cortisol in EHL was higher than that in lean type pigs [19]. The elevated serum TCH, HDLC, LDLC and higher liver content of TCH in EHL piglets indicated higher rate of cholesterol metabolism in this breed, which was in agreement with the enrichment of lipid metabolism related genes (Figure 4A). KEGG pathway analysis (Table S3) showed that there were 8 DEGs involved in peroxisome proliferator-activated receptor (PPAR) signal pathway. Among them, the higher expression of thrombospondin receptor (CD36) and fatty acid transporter (solute carrier family 27 member 2, SLC27A2) in EHL liver indicated increased response to serum LDLC and transport of HDLC. The lower level of CYP7A1 implicated lower synthesis of bile acid from cholesterol in the liver of EHL piglets, which may contribute to higher cholesterol deposition in liver [29]. By comparing the transcriptome of EHL and LW liver, we showed that a full scope of the liver metabolism processes varied between the two breeds of pigs.

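Table S1 and the array share 136 miRNAs of exactly the same name. Of the 134 with a mean RPM above 10, 75 had a value on all 6 arrays, 30 on some of them and 29 on none. Values on all 6 arrays were given for 13 of 43 miRNAs with a mean RPM above 10 and up to 100, for 29 of 50 above 100 and up to 1000, and for 33 of 41 above 1000. In the same classes, 19, 7 and 3 miRNAs were blank on all 6 arrays. The RPM values are the paper's, from 1 sequencing pool per breed.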

The microarray used in our experiment could detect the miRNAs with RPM >10. For example, miR-193a-5p, which has an average RPM of 17, was detected readily by microarray. Nevertheless, the porcine miRNAs detected with deep sequencing often differ in sequence from their reference sequences in miRbase, as it was reported previously [6]. This may explain why some DEMs determined by sequencing could not be detected by microarray. The microarray probes were designed according to the miRbase sequences, whereas those abundantly expressed miRNAs (with an average RPM >10) that were undetectable by microarray had at least one nucleotide substitution compared to the miRbase sequences. Occasionally, some miRNAs with mismatches could also be detected by microarray. For example, miR-100, which has an average RPM of 958, was detected, however with the hybridization signal much lower than the perfectly matching miRNAs of the similar abundance. 

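The signal of miR-100 was 114 ± 30.9 in LW and 125 ± 39.0 in EHL (SD, n = 3 arrays each), a difference smaller than the spread between arrays (limma, adjusted p = 0.921). The 5 miRNAs next above and the 5 next below miR-100 in mean RPM of Table S1, with a tested row of the same name, had RPM values between 845 and 1542 and mean signals between 27.0 and 1397. On every array, 5 of these 10 had a higher signal than miR-100 and 4 a lower one. The signals are given as listed and do not rank the abundance of the miRNAs, since probes differ in how well they hybridize. Which of these miRNAs match their probe perfectly was not analysed here.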

Besides, low copy miRNAs might also be undetectable by microarray due to low hybridization signals. Therefore, we combined the information obtained from deep sequencing and microarray formats to maximize the list of DEMs between EHL and LW piglets.

The coherent relationship between miRNA and mRNA is still under debate. Initial study showed that some miRNAs could induce reversed expression of mRNA and protein [30]. Actually, some recent studies showed that the uncoupling between mRNA and protein may implicate the post-transcription regulation mechanism [31]. Till now, there are 110 examples of mRNA cleavage and 178 examples of mRNA translation repression in Tarbase 5.0 (experimentally proved miRNA targets database) [32], [33]. But all the high-throughput experimental methods for identifying miRNA targets usually identify mRNAs or proteins which are down-regulated when a miRNA is over-expressed or vice versa [34]. It was indicated that the miRNA-induced destabilization of target mRNAs is the predominant reason for reduced protein output [35]. In agreement with the previous studies, we found that only the target genes with decreased expression corresponding to the up-regulated miRNAs were significantly enriched. Although 4 up-regulated miRNAs were found to be associated with the up-regulated targets (p<0.05), the correlation of up-regulated miRNAs and up-regulated mRNA was not statistically significant in general. So we integrated the reversely expressed targets of DEMs to delineate the regulatory mechanisms of miRNAs between EHL and LW piglets.

Most miRNAs in mammals pair imperfectly with their target mRNAs. Therefore it is difficult to seek their biologically important targets by the algorithm analysis alone [36]. Many algorithms are based on seed pairing–the paring of miRNA nucleotides 2–8. The miRanda, which was developed by miRbase, had the latest information of miRNA targets. Owing to the insufficiency of pig gene sequence annotation, the untranslated regions (UTRs) of many pig genes have not been identified. That is why we used the human genome information to generate our miRNA target list in the present study.

Compared to LW piglets, EHL piglets had more up-regulated miRNAs than down-regulated miRNAs in liver, as revealed by both deep sequencing (25 up-regulated, 15 down-regulated) and microarray (7 up-regulated, 3 down-regulated) methods. 

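Of the 109 miRNAs tested on the array, 56 had a log2 ratio above 0 and 53 below 0, with a median of 0.0247. The miRNAs higher in EHL thus made up 51.4%, and they made up 34.9% when each array was centred on its median, which moved the median log2 ratio to -0.18. The medians were taken over listed values only, and blanks in dim rows raise the median of the values left. EHL array 2 listed the fewest named rows, 101, with a median signal of 170, against 79 to 131 on the other arrays. How much of the move came from blanks was not tested. Normalization between arrays acts on the balance of miRNAs higher and lower in EHL, so the balance does not bear on the miRNAs called. Their own ratios also depend on the normalization. That of miR-184 was 1.72 as listed and 1.51 with median centring, where limma still called miR-184 alone. With quantile normalization, limma called miR-27a lower in EHL as well. SAM is given for the values as listed only. Among the miRNAs called on these values, the numbers higher and lower were 1 and 0 by limma and 8 and 1 by SAM.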

At the mRNA expression level, the figure went to opposite, i.e., there were less up-regulated than down-regulated mRNA genes (53 up-regulated, 200 down-regulated with FDR <5%, and 298 up-regulated, 510 down-regulated with FDR <10%). miRNAs are known to exert post-transcriptional regulation mostly by inducing mRNA degradation. Therefore, miRNAs are often expressed in an opposite pattern to the mRNA expression level of their target genes. Such inverse correlations between the expression of miRNAs and their target mRNAs are also observed in other studies [37], [38].

In an earlier study, the miRNA expression in liver was compared between Tongcheng (another Chinese indigenous breed) and Large White pigs at about 25 kg body weight by microarray [6]. Forty five miRNAs were found to be up-regulated, while only 13 were down-regulated in Tongcheng pigs. Among these DEMs, miR-133a, miR-451 and miR-739 are also identified as DEMs in the present study. The predominant up-regulated miRNA expression in the liver of Chinese indigenous pig breeds represented that the genesis of miRNA in these breeds was more active than that in LW. In fact, the enzymes involved in microRNA processing, Drosha and Dicer, were significantly up-regulated in EHL piglets than that in LW at protein level (data not shown).

The miRNA mediated processes are identified by analyzing the function of the target DEGs which were reversed correlated with DEM. Majority of the genes involved in DNA replication and protein translation were predicted to be the non-target genes of miRNA regulation (Figure 5), possibly because that genes participating in the DNA duplicating process or consisting ribosomes (ribosome proteins and histones) usually have short 3′UTR [39]. In the present study, the role of miRNAs in mediating the process of lipid metabolism was not evident, despite the fact that the differences in lipid metabolism are significant between the two pig breed. Nevertheless, miR-335, which was previously shown to be expressed more abundantly in the liver of obese mice [22], demonstrated higher hepatic expression in EHL piglets. In contrast, proteolysis is predicted to be a miRNA-mediated process. There are 28 DEMs targeting all the 14 genes involved in proteolysis, indicating that the process of proteolysis is regulated by the cooperation of many miRNAs. Among the 14 DEGs, 11 were down-regulated while 3 were up-regulated in EHL piglets. The decreased expression of most proteolysis related genes (11 of 14) in the liver of EHL indicated a weaker ability of protein turnover, and probably lower growth rate. However, mRNA expression is not directly related to the function. In some cases, the levels of mRNA and protein are reversely correlated. Therefore, it is possible that some proteolysis related DEGs are up-regulated (3 of 14) while the majority of the relevant genes are down-regulated. Nevertheless, direct evidences regarding the breed differences in hepatic proteolysis are needed to support our presumption.

In conclusion, we demonstrated the differences in the hepatic transcriptome and miRNAome between EHL and LW piglets with distinct phenotype and metabolic character. The most highly miRNA-mediated biological process with significant breed disparity is proteolysis. Our findings provide new information on the miRNA and mRNA profiles in porcine liver, and new approach in characterizing diverse traits in different pig breeds, thus serving as a basis for further investigation of the biological functions of miRNAs in porcine liver.

## Materials and Methods

### Animal Sampling

The newborn piglets were obtained from two neighboring pig breeding farms and sacrificed immediately after birth by exsanguination. The experiment was conducted following the guidelines of Animal Ethics Committee at Nanjing Agricultural University, China. The slaughter and sampling procedures complied with the “Guidelines on Ethical Treatment of Experimental Animals" (2006) No. 398 set by the Ministry of Science and Technology, China and “the Regulation regarding the Management and Treatment of Experimental Animals" (2008) No.45 set by the Jiangsu Provincial People’s Government. Six newborn male piglets from three litters (2 from each litter) of each purebred EHL and LW sows were sacrificed. Body weight, body length and liver weight were recorded. The blood was collected from the precaval vein and the serum was gathered and kept at −20°C. Liver samples were immersed in liquid nitrogen immediately after collection and then stored at −70°C.

### Measurement of Serum Biochemical Parameters

The measurement of serum glucose, TG, TCH, HDLC and LDLC was carried out by a service provider, Nanjing Jiancheng Bioengineering Institute.

Serum concentrations of leptin, insulin, cortisol, free T3 (FT3), total T3 and total T4 were measured by radioimmunoassay (RIA), using commercial kits (North Institute of Biotechnology, Beijing, China, Catalog: C16PDA, F01PZA, D10PZA, A03PZA, A01PZA, and A02PZA, respectively). The intra- and inter-assay coefficients of variation were below 5% and 10%, respectively, for all the six hormones.

All data were expressed as mean ± SEM. The p-value was calculated by the student t-test for independent samples with the SPSS 13.0 for Windows. False discovery rates (FDRs) were calculated using the method of Benjamini & Hochberg (1995) [40]. FDR <0.05 was considered significant.

### RNA Isolation

Total RNA was isolated from liver,using the Trizol reagent (Invitrogen, USA), according to the manufacturer’s instructions. Concentration of the extracted RNA was measured using NanoDrop ND-1000 Spectrophotometer [41]. RNA integrity was confirmed by denaturing agarose electrophoresis, and DNA contamination was evaluated by PCR using isolated RNA as template with the primers of GAPDH (primer sequences are shown in Table S4). High quality RNA samples were then stored at −70°C till further use.

### Small RNA Library Preparation and Sequencing

The total RNA samples were prepared as follows: 2000 ng of total RNAs from the twelve pigs were isolated and pooled within each breed (EHL and LW). Both small RNA libraries were generated according to Illumina’s sample preparation instruction. Then they were sequenced on the Illumina GAIIx (Illumina, USA) following vendor’s instruction. Raw sequencing reads were obtained using Illumina’s Pipeline v1.5 software following sequencing image analysis by Pipeline Firecrest Module and base-calling by Pipeline Bustard Module.

The reads were then subjected to a series of data filtration steps to obtain mappable sequences using ACGT101-miR v3.5 (LC Sciences, USA) with the statistics of mammalian miRNAs in miRBbase 16.0.

### miRNA Microarray

Total RNAs of the two littermate piglets were pooled for the microarray analysis. The pooled samples were named as EHL1–3 (n = 3) and LW1-3 (n = 3).

The pig microRNA microarray was obtained from LC Sciences (Houston, USA) and contains 238 unique probes that were complementary to all mature miRNAs of pig in miRBase release 16.0. The assay started from 5 µg total RNA sample, which was size fractionated using a YM-100 Microcon centrifugal filter (Millipore, USA) and the small RNAs (<300 nt) isolated were 3′-extended with a poly(A) tail using poly(A) polymerase. An oligonucleotide tag was then ligated to the poly(A) tail for later fluorescent dye staining. Hybridization was performed overnight on a µParaflo microfluidic chip using a micro-circulation pump (Atactic Technologies, USA). On the microfluidic chip, each detection probe consisted of a chemically modified nucleotide coding segment complementary to target miRNAs (from miRBase, release 16, 238 probe sets) and a spacer segment of polyethylene glycol to extend the coding segment away from the substrate. The detection probes were made by in situ synthesis using photogenerated reagent (PGR) chemistry. The hybridization melting temperatures were balanced by chemical modifications of the detection probes. 100 µL 6×SSPE buffer containing 25% formamide was used for hybridization at 34°C. After hybridization, fluorescence labeling using tag-specific Cy5 dyes was used for detection. Hybridization images were collected using a laser scanner (GenePix 4000B, Molecular Device) and digitized using Array-Pro image analysis software (Media Cybernetics). Data were analyzed by first subtracting the background and then normalizing the signals using a LOWESS (locally weighted regression) function. The three samples of LW piglets were used as control group to analysis the different expression between the two pig lines. The differences between the two groups were analyzed using SAM (Significance Analysis of Microarrays) method with SAMR software version 3.02 [42]. The FDR (False Discovery Rate) and fold change were calculated. miRNAs with FDR <15% were considered to be differentially expressed miRNAs. All the microarray data were MIAME compliant and have been deposited in GEO (accession number GSE33523).

### Real-time qPCR Confirmation of Different Expressed miRNAs

Two µg of total RNA from each piglet were polyadenylated by poly(A) polymerase (PAP) at 37°C for 1 h in a 20 µL reaction mixture using Poly(A) Tailing Kit (AM1350, Ambion, USA) according to the manufacturer’s instructions. Treated RNA was then dissolved and reverse-transcribed using poly (T) adapter and M-MLV (Promega, USA). qPCR for the 18 miRNAs was performed using SYBR Green Real-time PCR Master Mix (TaKaRa, Japan) in Mx3000P (Stratagene, USA) with a miRNA specific forward primer and a universal reverse primer complementary to part of the poly(T) adapter sequence. U6 was chosen as an internal control to normalize the technical variations. The sequences for all the primers and the poly (T) adapter are listed in Table S4. The method of 2^−ΔΔ^CT was used to analyze the real-time PCR data expressed as the fold change relative to the average value of the LW piglets [43]. The differences between the two groups were analyzed by the student t-test for independent samples with the SPSS 13.0 for Windows.

### mRNA Microarray Experiment

The samples used for mRNA microarray were the same as the miRNA microarray. Microarray was performed by a service provider (CapitalBio, China). The microarray (Probe length 60-mer, 135K Format) containing 44987 probe sets was provided by Roche-NimbleGen. For each sample, 1 µg of total RNA was treated with the CapitalBio cRNA Amplification and Labeling Kit (CapitalBio, China) according to the manufacturer’s instructions. After reverse transcribed with a T7 oligo(dT) primer, second-strand synthesis and purification, the generated cDNAs were in vitro transcribed to synthesize multiple copies of cRNAs. Then 5 µg of purified cRNAs were reverse transcribed with random primer. Labeled cDNA molecules were generated by subsequent Klenow Fragment Polymerase labeling with Cy3-dCTP (GE Healthcare, USA). Following purification and drying, the labeled cDNAs were then dissolved in 80 µl hybridization buffer (3×SSC, 0.2%SDS, 5×Denhart’s, 25% formamide). Hybridizations were performed overnight at 42°C using hybridization system 12 (Roche NimbleGen, USA). The arrays were then washed and dried. The fluorescence intensity was collected using NimbleGen MS 200 Microarray Scanner. Data were extracted from scanned images using NimbleScan v2.6 software. Quantile normalization RMA (Robust Multi-Array) analysis was performed to generate gene expression values. The differences between the two groups were analyzed using SAM (Significance Analysis of Microarrays) method with SAMR software version 3.02 [42]. The FDR (False Discovery Rate) were calculated. Differentially expressed genes (DEGs) were selected with FDR <5% and FDR <10%. All data were MIAME compliant and have been deposited in GEO (accession number GSE33524).

### Bioinformatics and Statistical Analysis

The target genes of miRNAs were predicted by miRanda algorithm. Correlation analysis of the miRNA and mRNA expression profiles was carried out using the lists of DEMs and DEGs. The significance of all the 4 types of possible miRNA-mRNA correlations (up-regulated miRNA and up-regulated mRNA, up-regulated miRNA and down-regulated mRNA, down-regulated miRNA and down-regulated mRNA, down-regulated miRNA and down-regulated mRNA) were analyzed using two tailed chi-square test.

A two-tailed Fisher Exact Test was conducted for each DEM to determine whether the number of predicted target genes that were differentially regulated was higher than would be expected by chance. The Fisher Exact test was conducted for each miRNA using both down-regulated and up-regulated DEG lists.

The GO and KEGG pathway analysis were carried out by using a Molecule Annotation System called MAS 3.0 (http://bioinfo.capitalbio.com/mas3/) and the enrichment p-values were calculated.

The DEG list with FDR <10% was used to characterize the function of miRNA-mediated DEGs. We classified the DEGs into two categories, coherent targets and non-coherent targets. Coherent target genes are predicted DEM target genes that are negatively correlated with the expression of DEMs. For each GO term, the percentages of the coherent and non-coherent targets were compared using a two-tailed chi-square test.

## Supporting Information

Table S1 **All conserved miRNAs detected by sequencing with RPM >10.**
(XLS) Click here for additional data file.

Table S2 **List of all DEGs selected at FDR<10%.**
(XLS) Click here for additional data file.

Table S3 **KEGG pathway analysis of DEGs selected at FDR<10%.**
(XLS) Click here for additional data file.

Table S4 **List of primers used for miRNA detection.**
(DOC) Click here for additional data file.

# Supplementary material for: Coordinated miRNA/mRNA Expression Profiles for Understanding Breed-Specific Metabolic Characters of Liver between Erhualian and Large White Pigs
**Source:** PLoS One. 2012 Jun 12;7(6):e38716. doi: 10.1371/journal.pone.0038716
**Supplement:** Table S4 — List of primers used for miRNA detection.

**Table S4 primers used for miRNA detection**

| Name | Primer sequence (5’to 3’) | miRbase Acc No. |
| --- | --- | --- |
| miR-130b | CAGTGCAATGATGAAAGGGCAT | MIMAT0013922 |
| miR-15b | TAGCAGCACATCATGGTTTACA | MIMAT0002125 |
| miR-184 | TGGACGGAGAACTGATAAGGGT | MIMAT0002127 |
| miR-185 | TGGAGAGAAAGGCAGTTCCTGA | MIMAT0007759 |
| miR-193a-5p | TGGGTCTTTGCGGGCGAGATGA | MIMAT0013894 |
| miR-221 | AGCTACATTGTCTGCTGGGTTT | MIMAT0007762 |
| miR-27a | TTCACAGTGGCTAAGTTCCGC | MIMAT0002148 |
| miR-378 | ACTGGACTTGGAGTCAGAAGGC | MIMAT0013868 |
| miR-500 | ATGCACCTGGGCAAGGATTCT | MIMAT0013956 |
| miR-532-5p | CATGCCTTGAGTGTAGGACCGT | MIMAT0013940 |
| miR-222 | AGCTACATCTGGCTACTGGGTCT | MIMAT0013942 |
| miR-574 | CACGCTCATGCACACACCCACA | MIMAT0013951 |
| miR-100 | CAAGCTTGTGTCTATAGGTAT | MIMAT0013911 |
| miR-216 | TAATCTCAGCTGGCAACTGTG | MIMAT0002130 |
| miR-146a | TGAGAACTGAATTCCATGGGTT | MIMAT0017971 |
| miR-652 | AATGGCGCCACTAGGGTTGTG | MIMAT0017964 |
| miR-133a | TTGGTCCCCTTCAACCAGCTG | Seq result |
| miR-582-5p | TTACAGTTGTTCAACCAGTTACT | Seq result |
| oligodT adaptor | TAGAGTGAGTGTAGCGAGCACAGAA  TTAATACGACTCACTATAGGTTTTTT  TTTTTTTTTTVN | N/A |
| universal primer | TAGAGTGAGTGTAGCGAGCA | N/A |
| U6 | GGCAAGGATGACACGCAAAT | ENSSSCT00000019750 |

How the deposited data were processed for this re-analysis (not part of the article)

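Liver miRNA of newborn male piglets was measured on 6 single-colour microarrays, 3 for Large White (LW) and 3 for Erhualian (EHL), each with RNA pooled from 2 littermates. The authors subtracted the background, normalized the signals by LOWESS and deposited 1 normalized fluorescence intensity per probe and array on a linear scale, as whole numbers with blank cells. The rule for the blanks was not found in the paper's text. The deep sequencing, RT-qPCR and mRNA microarray data were not analysed here, and sequencing values are those of the paper's tables. No position in the genome is given, since the table names no genome build. The Sscrofa11.1 gene table was used only to find which miRNA genes neighbour each other.

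The intensities were converted to log2 in R 4.3.3, and EHL was compared with LW by limma 3.58.1 (lmFit and eBayes, with breed as the only term). Tests covered rows with a value on at least 2 arrays of each breed, with Benjamini-Hochberg adjustment and a threshold of 0.15 on the adjusted p, the paper's FDR for its microarray DEMs. The design spoke of probes without foreseeing the 100 rows with an LRS label. The restriction to the 236 rows with a pig miRNA name was decided after the table had been seen, and the test with the LRS rows is given among the alternatives. SAM was recomputed in R from its published statistic, with 20 relabellings of the arrays, since the authors' SAMR software was not used here. Both methods were tested on simulated data in which 20 of 109 probes changed by 1.5 on the log2 scale. In 50 simulations limma recovered 87.6% of the changed probes, with 13.3% of its calls false, and SAM recovered 87.8%, with 15.1% false. The simulated change exceeds that of every miRNA of Table 3 but miR-184, and noise was drawn independently for each probe. The rates therefore do not give the share of smaller changes that would be found on these arrays. Other calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

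The miRNAs named were fixed before the data were examined. They were those with a microarray value or an undetected mark in Table 2 or Table 3, together with any of the 5 largest called changes in each direction whose breeds did not overlap. Rows were matched to the paper's miRNAs by exact name, and miR-140* and miR-4332 are reported under their own names. The paper's sequencing counts are summed over families of closely related miRNAs, so an entry may cover more than the miRNA it names. The alternatives fixed before the data were examined were SAM, an equal-variance two-sample test, a replicate block, stricter thresholds, median centring, quantile normalization, filters on listed arrays and on mean signal, no filter, a trended and robust fit, array weights, the ratio of mean linear signals, each array left out in turn, a minimum of 100 RPM for the sequencing comparison, and 10 miRNAs on each side of miR-100. Testing the LRS rows, setting blanks to the lowest signal of the array and taking sequencing ratios from the RPM of Table S1 were added after the data had been seen. The count over other splits of the arrays that had been planned for the share of miRNAs higher in EHL is not reported, since normalization acts on that share. The number of arrays limits the precision of each value, and a blank cell gives no level.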

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

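The tests in this part were all chosen after the results had been seen. The paper does not report on the 100 rows with an LRS label. Of these, 45 had a value on all 6 arrays and 34 on none. If they were control probes given the same amount of target on every array, their signals would vary less within a breed than those of the named rows. Their median within-breed SD was 0.45 on the log2 scale against 0.35 for the named rows, which argues against that explanation. What the LRS probes measure stays open, and no miRNA name is given to them here.

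When the LRS rows were tested together with the named rows, 162 in all, LRS25 was lower in EHL, with a log2 ratio of -1.59 (standard error 0.34, limma, adjusted p = 0.135). Its signals lay between 1289 and 2258 on the LW arrays and between 378 and 687 on the EHL arrays. A shift of all signals left by the authors' normalization is argued against, since the log2 ratio was -1.60 after each array was centred on its median, although the adjusted p then rose to 0.223. With each array left out in turn, the log2 ratio stayed between -1.79 and -1.31, and the adjusted p lay between 0.0495 and 0.559. It was under 0.15 in 1 of these 6 fits, the one without EHL array 1. A difference between the breeds, cross-hybridization and chance stay open.

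Values on all 6 arrays were given for 20 named rows whose miRNA has no entry of that name in Table S1. Of these, 8 have an entry of the same number, so that another name for the same miRNA is not excluded for them, apart from miR-15b. Another name is argued against as the whole cause by the other 12, with signals between 15 and 3175, which have none. For miR-15b and miR-185, which are among the 20, Table 3 of the paper states an RPM under 10, the limit of Table S1. For the others, an abundance under that limit was not tested, and neither was cross-hybridization. The paper also summed the sequencing counts of closely related miRNAs as a family, which could leave a miRNA without an entry of its own. The comparison of names does not test for this.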

How the results depend on the processing

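By limma, 1 miRNA was higher and 0 were lower in EHL at the FDR of 15%. The same counts were found with adjusted p under 0.10 or 0.05, median centring, rows listed on all 6 arrays, a mean signal of at least 32, no filter, the trended and robust fit and blanks at the array's lowest signal, which was added after the data had been seen. SAM gave 8 higher and 1 lower. The equal-variance two-sample test gave 0 and 0 after adjustment and 9 at an unadjusted p under 0.05. A mean signal of at least 500, which left 34 rows, gave 0 and 0, with 3 at an unadjusted p under 0.05. Array weights gave 15 higher and 7 lower. The lowest weight was 0.455, for EHL array 1. Quantile normalization gave 1 lower, and so did testing with the LRS rows, also added later. With each array left out in turn, the number higher ranged from 0 to 15 and the number lower from 0 to 9. Without EHL array 1, 15 were higher and 9 lower, with 8 of the 10 miRNAs of Table 3 among them. Without LW array 3 or EHL array 2, 0 were called. Apart from the smaller sets of arrays or rows, the cause was not tested.

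The replicate block gave 0 higher and 0 lower, with 8 miRNAs at an unadjusted p under 0.05. Arrays with the same number did not deviate together from the breed means, with correlations of -0.50, -0.01 and -0.66, so the numbers do not pair the arrays.

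The adjusted p of miR-184 ranged from 0 (SAM) to 0.390 (equal-variance test) over its alternatives. None of the 10 miRNAs of Table 3 changed direction under any alternative run. The breeds do not overlap for any of them, so only median centring and quantile normalization could have reversed a direction. The list was also chosen on these same arrays. The log2 ratio of miR-222 changed sign to 0.0508 with array weights, that of miR-100 to -0.0770 with median centring, that of miR-451 to 0.12 with the ratio of mean linear signals, and that of miR-193a-3p to -0.000858 with blanks at the array's lowest signal. With each array left out in turn, miR-222 ranged from -0.59 to 0.0634, miR-100 from -0.11 to 0.30 and miR-451 from -1.30 to 0.10. For miR-451 this follows from the scale and from EHL array 1, which stood at 376. Without that array, limma called miR-451 lower in EHL (log2 ratio -1.30, adjusted p = 0.0333), opposite in sign to the paper's sequencing ratio of 0.62. For miR-100, median centring shifted all 96 miRNAs listed on all 6 arrays by -0.20. For miR-193a-3p, its blank on EHL array 2 was filled. For miR-222, LW array 1 stood highest, at 702, and had the lowest weight of the LW arrays, 0.714. Without that array the log2 ratio was 0.0634.

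The correlation of array and sequencing log2 ratios was 0.414, and it was 0.263 with a mean signal of at least 500, 0.331 with array weights and 0.305 with a mean RPM of at least 100. It rose to 0.460 with a mean signal of at least 32 and to 0.452 with the ratio of mean linear signals. It was 0.437 with sequencing ratios from the RPM of Table S1, added after the data had been seen. The share with the same sign was 55.8%, and 45.3% with median centring, 50% with array weights and 51.2% with quantile normalization. It was 58.1% with the ratio of mean linear signals and 58.6% with a mean signal of at least 500. With each array left out in turn, the correlation ranged from 0.312 without EHL array 1 to 0.530 without EHL array 3, and the share with the same sign from 52.9% to 63.6%. The share of miRNAs higher in EHL was 51.4%, and 34.9% with median centring, which shifted the 96 miRNAs listed on all 6 arrays alike. The medians were of listed values only, so blank cells act on the centred shares too. Of the 10 miRNAs nearest to miR-100 in RPM 50% had a higher signal, as did 50% of 20. Signal over background limits the dimmest miRNAs, since the lowest listed signals were between 10 and 16 and miR-184 had a mean of 22.7 in LW.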

Differences from the paper's values

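The paper reports 7 up-regulated microarray DEMs, and limma gave 1. Of the alternatives fixed before the data were examined, SAM gave 8, which does not differ by more than 1.5 times, and its calls held all 7 of the paper's miRNAs and miR-151-5p. The others gave 0, 1 or 15. Array weights and the fit without EHL array 1, with 15 each, called all 7 of the paper's miRNAs too.

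The paper reports 3 down-regulated microarray DEMs, and limma gave 0. No alternative fixed before the data were examined came within 1.5 times. SAM, quantile normalization and the fit without LW array 1 gave 1, array weights 7, the fit without EHL array 1 gave 9, and the others 0. miR-27a was called by SAM, with quantile normalization, with array weights and without EHL array 1. miR-221 was called with array weights. Adjusted over the list of Table 3 alone, which was chosen on these arrays, limma's adjusted p was 0.109 for miR-15b and 0.0334 for miR-221, both under 0.15. Adjusted over all miRNAs tested, miR-15b was called under none of the settings run.

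The paper's microarray log2 ratio for miR-451 is 0.12, and the difference of mean log2 signals was -0.40. The ratio of mean linear signals, which was 0.12, and the fit without EHL array 2, with 0.10, lay within 1 standard error of the paper's value and had its sign. The other alternatives did not.

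For miR-140 the paper gives a microarray log2 ratio of 0.8, while the row of that name was blank on all 6 arrays. The row miR-140* had a ratio of mean linear signals of 0.80 on the log2 scale and a difference of mean log2 signals of 0.75. The paper states that all 7 miRNAs up-regulated on the array were also higher in deep sequencing, while 6 of the 7 have an entry in Table S1 and miR-185 has none, its RPM being given as under 10 in the paper's Table 3.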

Other observations

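Of the tests in this part, those on the first principal component, the arms and the neighbouring genes were chosen after the results had been seen, and the others before the result each measures had been seen.

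The number of miRNAs called between the breeds was compared with that of the other splits of the 6 arrays into 3 and 3. As many calls by limma were found in 3 of the 10 splits, the breed split included, and as many by SAM in 2. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count. LW array 1 with EHL arrays 2 and 3, set against the other 3 arrays, gave 12 calls by limma and 37 by SAM, against 1 and 9 for the breeds. That split was one of the 10 and follows no batch given in the labels or the paper.

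The first principal component of the 96 miRNAs listed on all arrays held 59.2% of the variance, and the breeds overlapped on it, which argues against breed as the main source of variation between the arrays. The scores were 0.0945, -0.377 and -0.456 for LW arrays 1, 2 and 3 and -0.240, 0.262 and 0.717 for EHL arrays 1, 2 and 3. What this component reflects was not tested, since groups of arrays drawn from it would be defined by the outcome.

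Several of the 7 miRNAs reported as up-regulated have a low signal, so an additive offset in background between the breeds was tested as an explanation. In the same range of mean signal lay 47 miRNAs, of which 9 are in Table 3, the 7 and the down-regulated miR-15b and miR-27a. The other 38 had a median log2 ratio of 0.00591, with 19 above 0 and quartiles of -0.34 and 0.25. Of these, 2 reached 0.70, the lowest ratio of the 7. Over all 47 the median was 0.0562. This argues against an offset common to the probes in this range.

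miR-451 stood at 376 on EHL array 1 and at 54 to 220 on the other arrays. A candidate explanation is more red blood cell RNA in that pool, tested with miR-486, which is also listed as abundant in red blood cells. Its signal was 34 on EHL array 1 and 22 to 29 on the others, 3.16 SDs above their mean on the log2 scale, in the direction the explanation needs. The signals of miR-486 lie near the lowest listed ones, and the list has 3 miRNAs of which miR-144 has no row on the array. Liver may hold these miRNAs too, so a difference between the litters stays open. No miRNA outside the list served as a control, and EHL array 1 had the lowest array weight, 0.455. A deviation of that array not tied to red blood cells therefore stays open as well.

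Arms of one precursor were compared for the 8 precursors with exactly 2 tested rows. Their log2 ratios differed by 0.60 on average, against a median of 0.54 for random pairs (permutation test, p = 0.631, adjusted p = 0.631, one-sided), with 6 pairs of the same sign. For 19 pairs of miRNA genes within 10 kb of each other in the Sscrofa11.1 gene table, which placed 97 of the 109 miRNAs, the average difference was 0.46 against 0.55 (permutation test, p = 0.197, adjusted p = 0.394, one-sided), with 12 pairs of the same sign. Neither hypothesis was borne out, and pairs that share a miRNA are not independent.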
